A study of Mus musculus with 11 samples. Its data were reported in "TRPS1 maintains luminal progenitors in the mammary gland by repressing SRF/MRTF activity" (2024).

How the data were processed

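RNA was measured in FACS-sorted luminal mammary cells of mice that carried a Cre under the keratin 8 promoter, a reverse tetracycline transactivator with mKate2, and a GFP-linked hairpin against Renilla luciferase or Trps1. The gate took EpCAM and CD49f luminal cells positive for GFP and mKate2, with blood and endothelial cells excluded by TER-119, CD45 and CD31 according to the study's methods. Libraries were made with a kit for single cells and low input, so cDNA was amplified. The deposited file holds raw counts per Entrez gene for the 11 libraries. According to the processing notes the authors trimmed reads with cutadapt 4.2 and aligned them with Bowtie2 2.3.5.1. The notes list the builds hg19 and mm10, while the study's methods name mm10 with single-end reads. How reads were counted, on which strand and with which annotation is not given in the sources used here.

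The counts are whole numbers for 24594 gene IDs, of which 24570 were matched to a symbol in a RefSeq table of assembly GRCm38.p6, which is mm10. The 24 IDs without a match held 0.251% to 0.385% of the counts of a library, and 4798 genes had no counts in any library. Groups were taken from the titles and genotypes of the labels. The name of the library titled shTRPS1.32 replicate 2 begins like those of the shTRPS1.34 libraries, and the title and genotype were followed. It also carries a running number like theirs, which the name of the library titled shTRPS1.34 replicate 4 lacks. Whether these libraries were exchanged between the lines cannot be told from the names. Total counts lay between 7010537 and 8887151, so that 1 count is about 0.128 CPM.

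Tests used R 4.3.3 with edgeR 4.0.16. Genes with enough counts were kept with filterByExpr (13493 genes), and libraries were scaled with TMM factors (0.906 to 1.04). CPM in the text are TMM-scaled unless given as of library size. The 6 shTRPS1 libraries were compared with the 5 shRen libraries in a model with 2 groups, and each line with shRen and with the other line in a model with 3 groups that shares the spread, by quasi-likelihood F tests. The p-values were adjusted by Benjamini-Hochberg over the genes tested, with a threshold of 0.05, and a gene past it is said to have risen or fallen. An adjusted p beside a gene without a tool is from edgeR. Log2 fold changes use edgeR's default prior count, and log2 CPM a prior count of 2.

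Genes were named by a rule fixed before the data were examined. It took Trps1 and a panel of 26 other genes, and the 12 largest rises and 12 largest falls past the threshold with an average log2 CPM of at least 3, a symbol that is not a predicted model and every shTRPS1 library on the same side of every shRen library. It also took the 5 largest per direction and line by the same conditions, and of each list up to 4 members with the smallest p.

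Gene lists (22, also fixed beforehand) were tested with camera of limma 3.58.1 on log2 CPM with a preset correlation between genes of 0.01, adjusted by Benjamini-Hochberg over the 19 lists with at least 3 tested genes. A list is given with its members called over all genes tested and adjusted over the list alone. The main lists were 6, namely the study's luminal progenitor and mature luminal genes, its TRPS1-bound actin genes, SRF/MRTF targets, their cytoskeletal part and YAP/TAZ targets. The study's lists came from other samples than these libraries. Other lists covered textbook progenitor markers, hormone-sensing, milk and alveolar genes, markers of basal, immune, fibroblast, endothelial, adipocyte and erythroid cells, proliferation, interferon response, immediate-early genes, stress, cholesterol synthesis and ribosomal proteins. Of the list genes, 14 mature luminal genes are ribosomal, 7 are hormone-sensing and 5 SRF/MRTF targets are basal markers. No mitochondrially encoded gene was found in the file.

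Quality measures were compared by exact permutation tests over the 462 splits of the libraries, two-sided. Principal components used log2 CPM of the 500 most variable genes. The agreement of the lines was set against 40 simulations of unchanged groups with shared controls and against 20 splits of the shRen libraries into 2 and 3.

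Alternatives were DESeq2 size factors, upper quartile factors and library size alone, no filter and at least 50 counts in 5 libraries, the Wald test of DESeq2 1.42.0, edgeR's exact test, limma voom with quality weights and robust quasi-likelihood. The designs tried were the mean of the lines, a block by replicate number and the compared groups alone, and a threshold on the fold change and leaving out each library in turn were added. Lists were also tested with an estimated correlation, fry and fgsea 1.28.0. In simulated counts 200 of 13493 genes were changed, all with a mean of at least 100 counts, so recovery at fewer counts was not measured. The test for both lines together recovered 22.4% of 1.5-fold, 71.6% of 2-fold and 100% of 4-fold changes with 9 false calls. For shTRPS1.32 these were 10.4%, 56.7% and 97% (8 false calls), for shTRPS1.34 7.46%, 76.1% and 100% (5) and for the difference of the lines 4.48%, 32.8% and 98.5% (4). On a separate set of simulated counts, camera found a list of 200 genes shifted by 0.2 log2 and left a list without a shift short of the threshold. Genes were drawn independently there, so this does not test the preset correlation on lists whose members are correlated.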

Results

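Gene expression was measured by bulk RNA-Seq in luminal cells of the mouse mammary gland, sorted as GFP and mKate2 double positive cells so that only cells expressing a short hairpin RNA (shRNA) were kept. The mice carried a tamoxifen-activated Cre under the keratin 8 promoter, which limits the hairpin to luminal cells, and received 5 tamoxifen injections (75 mg per kg) and then doxycycline food (625 mg per kg) for 10 days. Of the 11 libraries, 5 came from mice with a hairpin against Renilla luciferase (shRen, the control) and 6 from mice with a hairpin against Trps1 (shTRPS1). The latter fall into the lines shTRPS1.32 (2 libraries) and shTRPS1.34 (4 libraries). TRPS1 is a GATA-type transcriptional repressor. The total count per library lay between 7010537 and 8887151, and between 16495 and 16975 genes had at least 1 count. Total count was 8274800 ± 738600 (SD, n = 6) in shTRPS1 and 7666700 ± 561000 (SD, n = 5) in shRen (exact permutation test, two-sided, p = 0.156, adjusted p = 0.312 over 4 measures). The number of genes detected (16798 ± 130 against 16676 ± 109, SD, exact p = 0.136, adjusted p = 0.312) and the share of counts in the 10 highest genes (8.25% ± 0.563 against 8.67% ± 0.926, exact p = 0.403, adjusted p = 0.537) did not pass the threshold either. Neither did the share of ribosomal protein genes (1.23% ± 0.146 against 1.24% ± 0.141, exact p = 0.898, adjusted p = 0.898). No pair of libraries of one group agreed within sampling noise (chi-square per gene 12.9 to 44.5 over 17 pairs). The labels do not say that each library came from a separate mouse. The study's methods speak of biological replicates for its RNA-Seq, with a number per condition that is not that of the groups here, so the p-values measure the spread between these libraries.

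On the principal components of the 500 most variable genes, component 1 (28.1% of the variance) placed every shRen library between -25.70 and -10.35 and every shTRPS1 library between 9.57 and 20.40. Component 2 (17.2%) set apart shRen replicate 2 (-23.00) and replicate 1 of the libraries labelled shTRPS1.32 (-30.81), while the other 9 libraries lay between -1.63 and 12.06. Both of these libraries held counts of markers of other cell types. Fabp4, an adipocyte and capillary gene, was at 28.49 CPM of library size (counts scaled by the library total) in shRen replicate 2 and at 8.98 in shTRPS1.32 replicate 1, against 2.27 or less in the other libraries. The macrophage gene C1qb was at 6.39 and 10.59 CPM, against 4.17 or less elsewhere. Such markers were not limited to these libraries. The erythroid gene Hba-a1 was at 14.57 in shTRPS1.34 replicate 4, against 2.41 or less in the others. The fibroblast marker Dcn was highest in shTRPS1.32 replicate 2 (1014.74) and shTRPS1.34 replicate 4 (604.68).

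**Figure D1:**
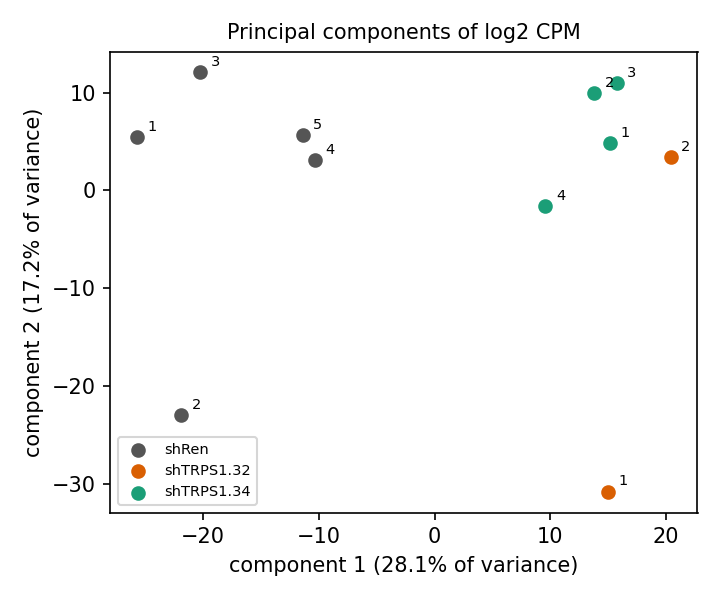
Scores of the 11 libraries on principal components 1 and 2 of the log2 CPM of the 500 most variable genes, with the share of variance on each axis, 1 point per library, coloured by group and numbered by replicate. The shRen and shTRPS1 libraries separate along component 1, and shRen replicate 2 and shTRPS1.32 replicate 1 lie below the rest on component 2.

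The targeted gene was examined in every library before any other comparison. Trps1 (Entrez gene 83925, mm10 chromosome 15, 50654757 to 50890631) was not significantly lower in the 6 shTRPS1 libraries together. Its log2 fold change was -0.34 (SE 0.20, 95% interval -0.78 to 0.09, edgeR quasi-likelihood adjusted p = 0.395). The 5 shRen libraries had 186, 304.3, 191, 184 and 180 CPM (209 ± 53.3, SD). The libraries labelled shTRPS1.32 had 205 and 210 CPM, inside the range of the controls. The 4 shTRPS1.34 libraries had 159, 113, 103 and 197 CPM, and the first 3 of these were below every shRen library. In shTRPS1.34 alone the log2 fold change was -0.55 (SE 0.20, 95% interval -0.98 to -0.11). Its edgeR quasi-likelihood p was 0.0180 unadjusted and 0.233 adjusted over all genes. In the libraries labelled shTRPS1.32 the log2 fold change was -0.01 (SE 0.25, 95% interval -0.55 to 0.53, unadjusted p = 0.966, adjusted p = 0.990). The difference between the lines was -0.53 (95% interval -1.08 to 0.01, unadjusted p = 0.0550, adjusted p = 0.788). Trps1 mRNA therefore does not bear out the label of the libraries labelled shTRPS1.32, and directions below that rest on them carry this limit.

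**Figure D2:**
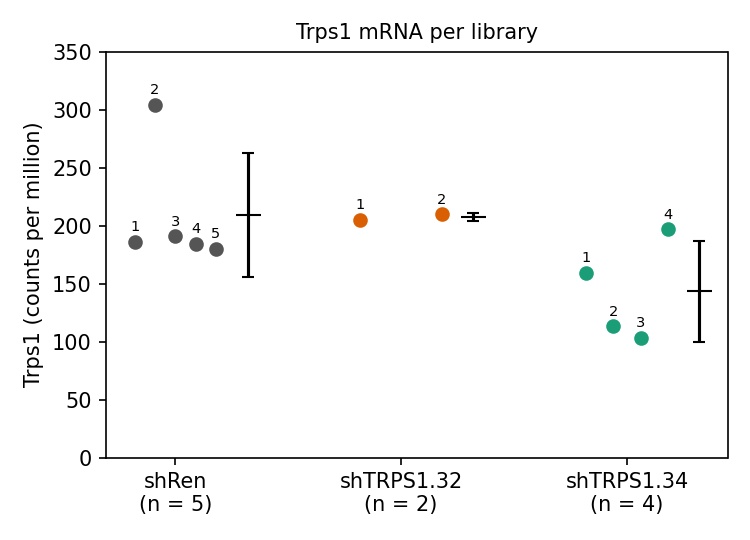
Trps1 in CPM (vertical axis, TMM-scaled) in each library of the 3 groups, with replicate numbers beside the points and the mean with its SD to the right of each group. The libraries labelled shTRPS1.32 (205 and 210) lie within the shRen range of 180 to 304.3, and 3 of the 4 shTRPS1.34 libraries lie below it.

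The first comparison asked how luminal cells with a Trps1 hairpin differ from control cells when both lines are pooled. The largest rises were in genes hardly expressed in shRen cells, among them the thyroxine carrier Ttr, the tissue kallikrein Klk1 and the serpin Serpinb6b. Abundant genes rose as well, such as Clu, which encodes the secreted chaperone clusterin (2453 ± 247 to 10720 ± 3004 CPM, SD), and Ido1, which degrades tryptophan (103 ± 85.1 to 898 ± 216 CPM). Among genes with an average log2 CPM of at least 3 and every shTRPS1 library below every shRen library, the falls were led by Tph1, the enzyme that starts serotonin synthesis, and Dgat2, which completes triglyceride synthesis. Of 13493 genes tested, 143 rose and 194 fell (337 in all, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p under 0.05), and 76 of the rises and 56 of the falls were over 2-fold. At an unadjusted p under 0.05 there were 2425 genes, where 675 are expected with no effect. The balance of rises and falls depends on the scaling, since with library size alone 183 genes rose and 110 fell. The count also depends on single libraries. It was 176 without shRen replicate 1, 160 without shRen replicate 3, 172 without shTRPS1.32 replicate 2, 122 without shTRPS1.34 replicate 1 and 155 without shTRPS1.34 replicate 2. Without the 2 libraries apart on component 2 it was 173.

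The genes given here are the 12 largest rises among called genes with an average log2 CPM of at least 3 whose shTRPS1 libraries all lay above every shRen library. Acsl6, an acyl-CoA synthetase of long-chain fatty acids, had 0 counts in the shRen libraries and 32.7 ± 15.2 CPM (SD, n = 6) in shTRPS1, at least 405-fold higher against a floor of 3 counts over the shRen group, which covers counting error only (adjusted p = 0.000163). Ttr rose by 6.96 on the log2 scale (SE 0.68, adjusted p = 0.000108), from 0.102 ± 0.140 to 15.3 ± 9.01 CPM. Klk1b5 (5.96, SE 0.88, adjusted p = 0.00277) and Klk1 (5.58, SE 0.98, adjusted p = 0.00996) belong to a family of closely related kallikreins on chromosome 7, between which reads may have been shared, so their single values are uncertain. The same holds for Serpinb6b (4.95, SE 0.43, adjusted p = 5.01e-05), which has close relatives on chromosome 13. The zinc and manganese transporter Slc39a8 rose by 3.47 (SE 0.60), Tmem71 by 3.28 (SE 0.36), Ido1 by 3.12 (SE 0.40) and the scavenger receptor gene Scara3 by 2.61 (SE 0.25). Bace2, an aspartyl protease, had the smallest adjusted p of all genes (2.62e-06) with a rise of 2.44 (SE 0.16, 12.9 ± 2.28 to 69.8 ± 11.1 CPM). Tnip3, which codes for a binding partner of the NF-kB inhibitor A20, rose by 2.28 (SE 0.31) and Clu by 2.13 (SE 0.19, adjusted p = 5.01e-05). The adjusted p of the genes given here without one lay between 0.000108 and 0.00863.

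By the same conditions, with every shTRPS1 library below every shRen library, the 12 largest falls were as follows. Tph1 fell by 3.77 on the log2 scale (SE 0.66, adjusted p = 0.00985), from 229.6 ± 159 to 16.9 ± 11.6 CPM. Dgat2 fell by 1.89 (SE 0.21, adjusted p = 0.000351, 164 ± 28.7 to 44.3 ± 14.4 CPM), Gdap1l1 by 1.85 (SE 0.24) and the adrenergic receptor gene Adra1a by 1.61 (SE 0.30). The early response gene Ier5 fell by 1.56 (SE 0.26), and Map7d1, whose product binds microtubules, by 1.43 (SE 0.32, adjusted p = 0.0331). Arf6, a small GTPase of membrane traffic, fell by 1.38 (SE 0.22), and so did the cysteine dioxygenase gene Cdo1 (log2 fold change -1.35, SE 0.24) and the cytochrome P450 gene Cyp4f39 (log2 fold change -1.343, SE 0.21). Igfbp5, an insulin-like growth factor binding protein, fell by 1.31 (SE 0.31, adjusted p = 0.0424), Fgf12 by 1.24 (SE 0.26, adjusted p = 0.0260) and Wfs1, which encodes a membrane protein of the endoplasmic reticulum, by 1.24 (SE 0.13, adjusted p = 0.000144). The adjusted p of the others lay between 0.00123 and 0.0155. The calls of Igfbp5 (8 libraries, adjusted p 0.0516 to 0.0905), Map7d1 (5 libraries, 0.0584 to 0.0784) and Fgf12 (4 libraries, 0.0529 to 0.0616) were lost when any of these was left out. For Igfbp5 they were the 5 shRen libraries and shTRPS1.34 replicates 1, 2 and 4. For Map7d1 they were shRen replicates 1 and 3, shTRPS1.32 replicate 1 and shTRPS1.34 replicates 1 and 2, and for Fgf12 shRen replicates 2 and 3, shTRPS1.32 replicate 2 and shTRPS1.34 replicate 1. Without shRen replicates 1 and 3 together, Slc39a8 (0.0821), Klk1 (0.0535), Tph1 (0.0856) and Cdo1 (0.0794) missed the threshold as well, and with limma voom Klk1b5 (0.122) and Klk1 (0.143) did.

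**Figure D3:**
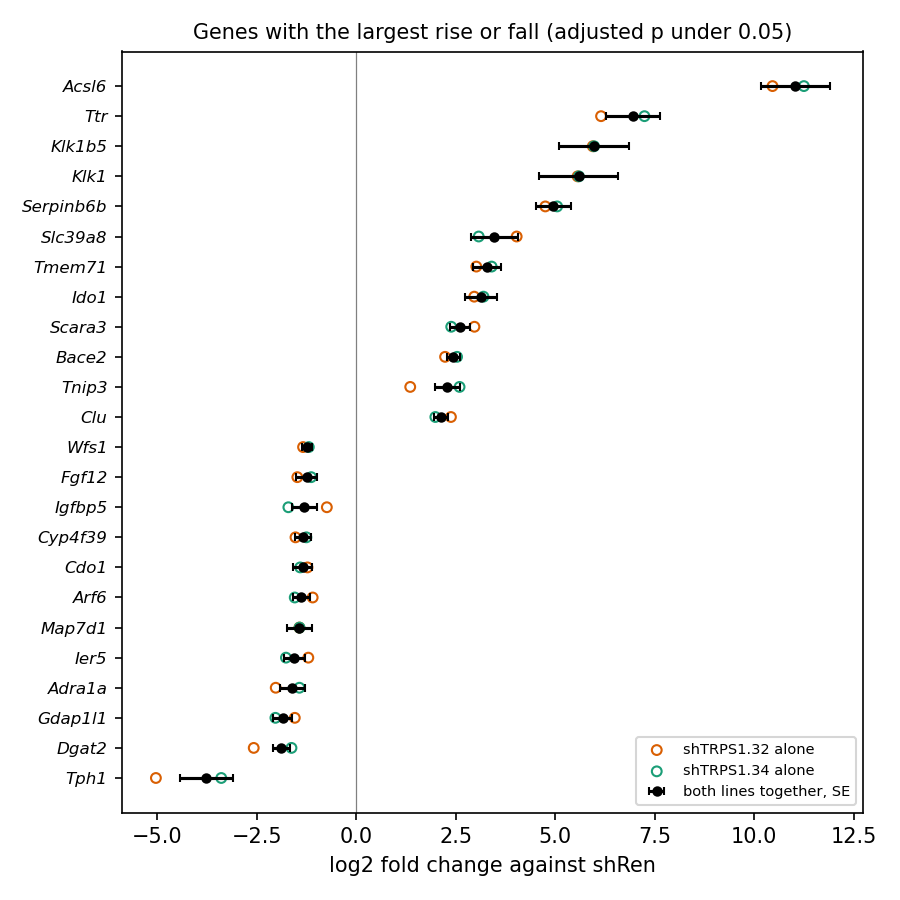
Log2 fold change against shRen (horizontal axis) of the 12 largest rises and 12 largest falls that met the conditions of the text, with the SE for both lines together (black) and each line alone as open circles. The plotted value of Acsl6 depends on the prior count, since it had 0 counts in shRen. Both lines lie on the same side of 0 for all 24 genes, which the conditions for choosing them require.

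Whether the hairpin changed the luminal progenitor or the mature luminal program was asked with the lists that the study drew from sorted c-Kit high and c-Kit low cells of wild type mice. The list of 318 mature luminal genes passed in camera with the preset correlation, with a lower median in shTRPS1. Of these, 3 rose and 27 fell over all genes tested (6 rose and 56 fell adjusted over the list alone), with a median log2 fold change of -0.16 (camera adjusted p = 2.55e-07). The call did not hold with an estimated correlation (adjusted p = 0.751 with an estimated correlation) or with fry (adjusted p = 0.190). Without shRen replicates 1 and 3 the median was -0.09 (camera adjusted p = 0.00464). Dgat2 and Ido1 are members, and so are Vdac1, a channel of the outer mitochondrial membrane, which fell by 0.71 (SE 0.10, adjusted p = 0.00159), and the galectin gene Lgals3, which fell by 0.99 (SE 0.14, adjusted p = 0.00243). The progenitor list did not pass for both lines together. By their titles the lines went opposite ways (median 0.25 in the libraries labelled shTRPS1.32, in which Trps1 was not lower, and -0.16 in shTRPS1.34). Within shTRPS1.34, the score of replicate 4 (0.028) lay apart from those of replicates 1 to 3 (-0.507 to -0.165). Of the 206 tested genes of the list, Trps1 left out, 2 rose and 4 fell (8 and 9 adjusted over the list alone). The median was -0.00 and the adjusted p of camera was 0.955 (0.974 with an estimated correlation). The study reports a published progenitor gene set as lower in this luminal-specific model by gene set enrichment analysis, which is another list and another test. For both c-Kit lists it reports lower expression in bulk luminal cells of its model with a hairpin in the whole body. That is another model, with a longer doxycycline treatment than here. The mature list had the same direction here, while the progenitor list did not pass. Idh1, the cytosolic isocitrate dehydrogenase, rose by 1.17 (SE 0.17, adjusted p = 0.00277), and Scd1, which desaturates fatty acids, fell by 1.03 (SE 0.20, adjusted p = 0.0192). Amotl1 (log2 fold change 0.73, adjusted p = 0.0313) and Tmem189 (-1.13, adjusted p = 0.0313) were called too.

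Single markers of both luminal states mostly stayed short of the threshold. A shorter list of 13 textbook progenitor markers, 12 of which are on the longer list, had a median of -0.35 (camera adjusted p = 0.0225, adjusted p = 0.974 with an estimated correlation) with no member called over all genes or over the list alone. Its call was lost without shRen replicate 2 (0.118) or 5 (0.0524) and without shTRPS1.34 replicate 1 (0.111), 2 (0.0557) or 3 (0.127). The log2 fold change was -0.68 for Cd14 (SE 0.25, adjusted p = 0.154), -0.68 for the progenitor transcription factor gene Elf5 (SE 0.30, adjusted p = 0.241), -0.20 for Kit (adjusted p = 0.727) and -0.17 for Aldh1a3 (adjusted p = 0.774). Among markers of hormone-sensing cells it was -0.58 for Prlr (SE 0.16, adjusted p = 0.0670), 0.62 for Areg (SE 0.25, adjusted p = 0.196), -0.20 for Esr1 (adjusted p = 0.497) and 0.05 for Pgr (adjusted p = 0.897). Areg passed the threshold without shRen replicate 3 (0.0256) and Prlr without shTRPS1.34 replicate 4 (0.0474). The hormone-sensing list of 11 genes had a median of -0.16 (camera adjusted p = 0.668), with 0 members called over all genes and 1 higher and 2 lower over the list alone. The milk and alveolar list of 6 tested genes had a median of -0.42 (camera adjusted p = 0.259) and no called member. The luminal keratins Krt8 (-0.33, adjusted p = 0.445) and Krt18 (-0.39, adjusted p = 0.419) and the luminal regulator Gata3 (-0.16, adjusted p = 0.504) did not pass, and Csn2 had 0 counts in every library.

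The study came to SRF through motifs and actin-related processes of the genes that rose in its luminal progenitors, in single-cell data. It followed this with drug treatments of organoids and colony assays. It also reports YAP targets as strongly induced in bulk luminal cells of its model with a hairpin in the whole body. Targets of SRF/MRTF and YAP/TAZ, which respond to the actin cytoskeleton, were tested here as lists. Cell population or model and length of treatment differ from those of the study's results. No list passed in camera, and members went both ways. The unadjusted p of fry's test for members moving in either direction was 2.78e-05 for SRF/MRTF targets, 7.23e-06 for their cytoskeletal part and 0.000617 for YAP/TAZ targets. By the same test it was as small for other lists, such as mature luminal (2.12e-05), immediate-early (1.54e-05) and hormone-sensing genes (0.000151). For ribosomal (0.427) and interferon genes (0.601) it was not. These values are therefore not particular to SRF/MRTF or YAP/TAZ targets. Of 28 tested SRF/MRTF targets, 3 rose and 1 fell (4 and 4 adjusted over the list alone), with a median of -0.22 (camera adjusted p = 0.536). The 3 that rose were Flna (filamin A), which crosslinks actin, by 1.04 (SE 0.21, adjusted p = 0.0196), Cald1 (caldesmon) by 0.85 (SE 0.19, adjusted p = 0.0311) and the tropomyosin gene Tpm1 by 0.53 (SE 0.10, adjusted p = 0.0142). The LIM domain gene Fhl1 fell by 3.95 (SE 0.67, adjusted p = 0.00763), from 9.51 ± 7.64 to 0.617 ± 0.425 CPM. In the part of 20 genes without smooth muscle genes the same 3 rose and none fell (4 and 3 adjusted over the list alone). Its median was -0.10 although camera gave the direction as up (adjusted p = 0.955). Actg1, the cytoplasmic gamma actin, had a log2 fold change of -0.76 (SE 0.20, adjusted p = 0.0609) and passed without shRen replicate 5 (0.0434) or shTRPS1.34 replicate 3 (0.0449). Actn1 (-0.05), Acta2 (-1.13) and Myl9 (-1.27) were not called (adjusted p 0.308 to 0.927). Of 18 YAP/TAZ targets, Myof (myoferlin) rose by 0.69 (SE 0.14, adjusted p = 0.0192) and Gadd45a fell by 0.67 (SE 0.14, adjusted p = 0.0234), with 1 rise and 2 falls adjusted over the list alone (median -0.03, camera adjusted p = 0.955). Ccn1 (-0.02), Ccn2 (-0.06), Ankrd1 (0.92), Amotl2 (-0.32) and Klf6 (-0.10) did not pass (adjusted p 0.376 to 0.981), and the signs of Ccn1, Ccn2 and Actn1 turn with library size scaling. Flna missed the threshold without the 2 libraries apart on component 2 (0.0501), Myof without shRen replicates 1 and 3 (0.101) and Fhl1 with limma voom (0.0583).

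The study had also listed actin genes bound by TRPS1. The list as read from its supplement holds 83, fewer than its text states. Of the 77 tested, Tpm1 rose, and Calr, Cldn3 and Katnb1 fell (1 rise and 6 falls adjusted over the list alone). Calr encodes the chaperone calreticulin of the endoplasmic reticulum (log2 fold change -0.93, SE 0.18, adjusted p = 0.0155), Cldn3 a tight junction protein (-0.61, SE 0.14, adjusted p = 0.0358) and Katnb1 a part of the microtubule-severing katanin (-0.52, SE 0.13, adjusted p = 0.0465). The median was -0.06 (0.02 with library size scaling) and camera gave an adjusted p of 0.130. Of the RhoA pathway, Rhoa (-0.29, adjusted p = 0.149), Arhgap26 (-0.05, 0.03 with library size scaling, adjusted p = 0.817) and Arhgap28 (0.15, adjusted p = 0.825) were not called. Several of the calls of these 2 paragraphs and of the luminal lists ended when 1 library was left out. Cald1 lost its call without shRen replicate 1, 2, 4 or 5, shTRPS1.32 replicate 2 or shTRPS1.34 replicate 2, 3 or 4 (adjusted p 0.0502 to 0.0665), and Gadd45a without shRen replicate 3 (0.0504). Calr missed it without shRen replicates 1 and 3 together (0.0518). Cldn3 lost it without shRen replicate 1, 3 or 5, either shTRPS1.32 library or shTRPS1.34 replicate 1, 2 or 4 (0.0530 to 0.0849), and Katnb1 without any library except shTRPS1.34 replicate 4 (0.0614 to 0.103). Amotl1 lost it without shRen replicate 1, 3, 4 or 5, shTRPS1.32 replicate 2 or shTRPS1.34 replicate 2 or 3 (0.0556 to 0.0774). Tmem189 lost it without shRen replicate 1 or 3, shTRPS1.32 replicate 1 or shTRPS1.34 replicate 1 or 3 (0.0536 to 0.0777).

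**Figure D4:**
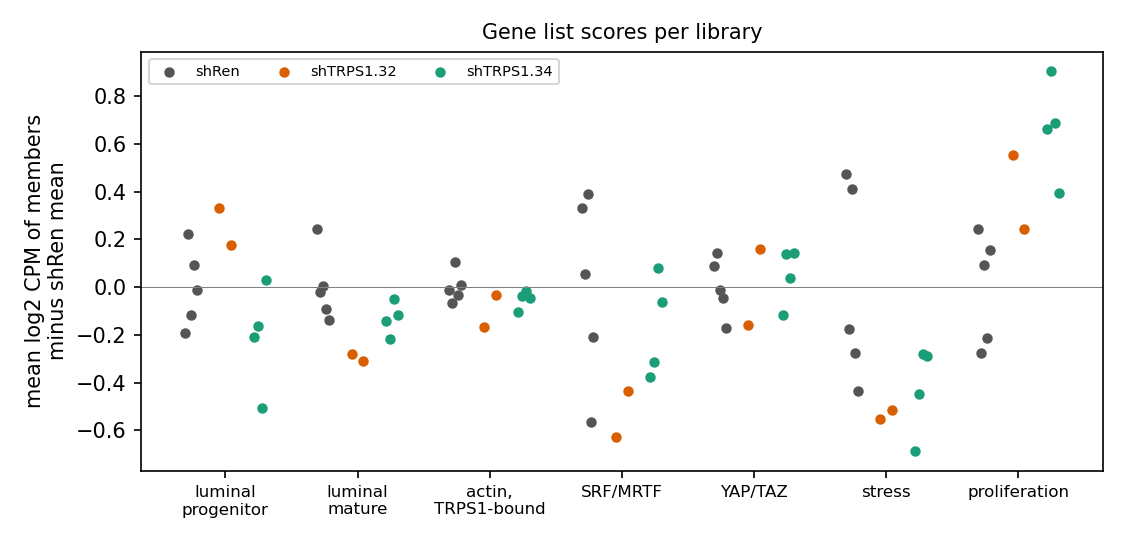
Score of 7 gene lists in each library, as the mean log2 CPM of the members minus the mean of the shRen libraries (vertical axis), 1 point per library, coloured by group. The stress scores of all shTRPS1 libraries (-0.69 to -0.28) lie below those of shRen replicates 1 and 3 (0.47 and 0.41) and among or below those of the other shRen libraries (-0.43 to -0.18).

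The lists of endoplasmic reticulum stress and of proliferation passed in camera with the preset correlation, in opposite directions, and neither held with an estimated correlation. Of 13 stress genes, 3 fell and none rose (8 falls and no rise adjusted over the list alone), with a median of -0.46. Camera gave an adjusted p of 8.60e-05, and of 0.751 with an estimated correlation. With fry the adjusted p was 0.171. The chaperone genes Hsp90b1 (fell by 0.85, SE 0.17, adjusted p = 0.0200), Sdf2l1 (by 1.02, SE 0.22, adjusted p = 0.0270) and Hspa5 (by 0.80, SE 0.20, adjusted p = 0.0498) passed, and Pdia4 (-0.73, adjusted p = 0.0588) did not. The stress scores were highest in shRen replicates 1 (0.47) and 3 (0.41), and without these 2 libraries the list missed the threshold (median -0.27, adjusted p = 0.068). The call of Hsp90b1 ended without shTRPS1.34 replicate 1 (0.0525), and that of Sdf2l1 without shRen replicate 3, shTRPS1.32 replicate 2 or shTRPS1.34 replicate 1 or 2 (0.0526 to 0.0660). Hspa5 kept its call only without shRen replicate 5 or shTRPS1.34 replicate 4 (0.0554 to 0.111 without any of the others), and Pdia4 passed without shRen replicate 5 (0.0450) or shTRPS1.34 replicate 4 (0.0215). Of 11 proliferation genes, none was called (1 rise over the list alone), with a median of 0.39. Camera gave an adjusted p of 0.00657, and of 0.269 with an estimated correlation. It was 0.0557 without shTRPS1.34 replicate 2 and 0.0626 without a filter. The unadjusted p of fry was 0.000910. The replication genes Mcm3 (0.81, SE 0.31, adjusted p = 0.183) and Mcm5 (3.59, SE 1.04, adjusted p = 0.0837) and the thymidylate synthase gene Tyms (0.72, SE 0.29, adjusted p = 0.192) had the smallest p. Mcm5 rests on few counts (0.198 ± 0.443 against 2.47 ± 1.41 CPM) and passed without shRen replicate 1 (0.0452) or shTRPS1.34 replicate 4 (0.0341).

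With all 11 libraries, TMM scaling and the filter used throughout, the other lists did not pass in camera. With fgsea, the immediate-early list (adjusted p = 0.0283) and the ribosomal list (4.15e-05) passed, the latter also with DESeq2 size factors (0.0449) and with at least 50 counts in 5 libraries (0.0356). The immediate-early list of genes induced by tissue dissociation (17 genes, median -0.07, adjusted p = 0.329) held 1 fall (3 over the list alone), that of the AP-1 gene Jund by 1.15 (SE 0.19, adjusted p = 0.00693). Cholesterol synthesis (19 genes, median -0.08, adjusted p = 0.480) held 1 fall by either adjustment, that of its regulator Srebf2 by 0.58 (SE 0.13, adjusted p = 0.0307). Ribosomal protein genes (81 genes, median -0.08, adjusted p = 0.0530) also held 1 fall by either adjustment, that of Rpl10 by 0.38 (SE 0.09, adjusted p = 0.0311). Interferon response genes (19 genes, median 0.21, adjusted p = 0.4997) had no called member. The call of Srebf2 ended without shRen replicate 1, 3 or 4, either shTRPS1.32 library or shTRPS1.34 replicate 1, 2 or 3 (0.0517 to 0.0760), and that of Rpl10 without shRen replicate 1, 3 or 4, shTRPS1.32 replicate 2 or shTRPS1.34 replicate 1, 2 or 3 (0.0501 to 0.0785). The ribosomal list passed without shRen replicate 3 (0.00398), 4 (0.0260) or 5 (0.00706), shTRPS1.32 replicate 1 (0.00462) or shTRPS1.34 replicate 4 (0.00535), and without shRen replicate 1 its direction turned (0.913).

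Markers of other cell types that the gate could have let through did not pass as lists. Camera gave adjusted p of 0.955 for basal and myoepithelial genes (9 tested, median 0.19), 0.955 for immune genes (4 tested, median 0.17, direction down), 0.884 for fibroblast genes (4 tested, median 0.80) and 0.973 for endothelial genes (5 tested, median -0.16), with no called member over all genes or over a list alone. Of the 9 basal genes, 5 had a positive and 4 a negative log2 fold change, so the median covers members that went both ways. Krt14 had a log2 fold change of 1.70 (SE 0.54, adjusted p = 0.110, and 0.0374 with edgeR's exact test) and was highest in shTRPS1.34 replicate 3 (52.65 CPM), shTRPS1.32 replicate 1 (42.88) and shTRPS1.34 replicate 4 (37.95), against at most 13.51 in the others. Krt5, with at most 73 counts in a library, was too low to be tested and was highest in shRen replicate 2 (9.72 CPM of library size). Fewer than 3 adipocyte and erythroid genes were tested, so these lists have no test.

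The second comparison asked what the line shTRPS1.32 changes on its own. In the libraries labelled shTRPS1.32, Acsl6, Ttr, Klk1b5, Klk1 and Klk1b27 rose most by the same conditions. Tph1 fell by 5.04 on the log2 scale (SE 1.08, adjusted p = 0.0418), and so did the lymphatic growth factor gene Vegfd (log2 fold change -3.48, SE 0.66, adjusted p = 0.0262). Dynlrb2 (-3.004, SE 0.59, adjusted p = 0.0318), Drc7 (-2.74, SE 0.54, adjusted p = 0.0315) and Dnali1 (-2.65, SE 0.41, adjusted p = 0.0116), whose products are parts of ciliary motors or their regulators, fell too. Ttr rose by 6.15 (SE 0.70, adjusted p = 0.000866), Klk1b5 by 5.94 (SE 1.00, adjusted p = 0.0152), Klk1 by 5.56 (SE 1.10, adjusted p = 0.0316) and Klk1b27 by 4.77 (SE 0.99, adjusted p = 0.0343). In all, 76 genes rose and 73 fell (149, edgeR quasi-likelihood, 3-group model), or 105 and 58 with library size scaling. The count rests on 2 libraries in which Trps1 itself was not lower, and was 15 without shTRPS1.32 replicate 1, 52 without shTRPS1.32 replicate 2, 72 without shRen replicate 3, 94 without shRen replicate 1 and 95 without shTRPS1.34 replicate 1. Of the genes named here, only Acsl6 and Ttr stayed past the threshold without shTRPS1.32 replicate 2 (adjusted p 0.0520 to 0.268 for the other 8), and Vegfd, Dynlrb2, Drc7 and Dnali1 also missed it without shTRPS1.32 replicate 1 (0.0982 to 0.249), which carried markers of other cell types. Klk1 (0.0537), Klk1b27 (0.0982) and Tph1 (0.0577) missed it without that library as well. Leaving out 1 library of another group ended the calls of Klk1, Klk1b27, Tph1, Vegfd, Dynlrb2 and Drc7, with an adjusted p of 0.0505 to 0.0728. Those libraries were shRen replicate 3 for all 6 genes, replicate 1 for all but Vegfd, replicate 2 for Klk1b27, replicate 5 for Klk1b27 and Drc7, and shTRPS1.34 replicates 1, 2 and 3 for Klk1b27 and Tph1.

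Of the lists, mature luminal genes had a median of -0.26 in the libraries labelled shTRPS1.32 (camera adjusted p = 3.09e-11), progenitor genes of 0.25 (4.39e-06), interferon genes of 0.67 (0.000433), stress genes of -0.61 (0.000433) and ribosomal genes of -0.13 (0.0111). None of these calls held with an estimated correlation (adjusted p 0.543 to 0.804 with an estimated correlation). Of the members, 2 mature genes rose and 7 fell, and 3 progenitor genes rose, over all genes tested. The remaining lists did not pass (adjusted p 0.0929 to 0.922).

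The third comparison asked the same of the line shTRPS1.34. Acsl6, Ttr, Klk1b5, Klk1 and Serpinb6b rose most, and Tph1, Gdap1l1, Cebpb, Ier5 and Igfbp5 fell most, by the same conditions. Ttr rose by 7.24 (SE 0.63, adjusted p = 8.48e-05), Klk1b5 by 5.97 (SE 0.93, adjusted p = 0.00727), Klk1 by 5.59 (SE 1.03, adjusted p = 0.0202) and Serpinb6b by 5.05 (SE 0.45, adjusted p = 9.08e-05). Tph1 fell by 3.40 (SE 0.71, adjusted p = 0.0390), Gdap1l1 by 2.04 (SE 0.27, adjusted p = 0.00176) and Cebpb, a transcription factor gene of mammary differentiation, by 1.92 (SE 0.34, adjusted p = 0.0177). Ier5 fell by 1.77 (SE 0.29, adjusted p = 0.0104) and Igfbp5 by 1.71 (SE 0.31, adjusted p = 0.0176). The progenitor surface marker Cd14, named here outside the rule, fell by 1.03 in this line (adjusted p = 0.0424). The markers Elf5 (log2 fold change -1.03, adjusted p = 0.117), Kit (-0.51, 0.353) and Aldh1a3 (-0.44, 0.447) did not pass. How the call of Cd14 depends on single libraries was not examined. In all, 75 genes rose and 58 fell (133), or 104 and 42 with library size scaling. The count was 41 without shTRPS1.34 replicate 1, 38 without replicate 2, 51 without replicate 3, 77 without shRen replicate 3 and 85 without shRen replicate 2. Klk1 and Cebpb missed the threshold without shTRPS1.34 replicate 1, 2 or 3 (adjusted p 0.0540 to 0.0760), Ier5 without replicate 1 or 2 (0.0514 and 0.0520), Igfbp5 without replicate 2 (0.0760) and Tph1 without any of the 4 or without shRen replicate 1, 3 or 4 (0.0540 to 0.148).

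Mature luminal genes had a median of -0.12 in shTRPS1.34 (camera adjusted p = 0.000437), progenitor genes of -0.16 (0.00164), textbook progenitor genes of -0.51 (4.76e-05), milk and alveolar genes of -0.71 (0.0166), stress genes of -0.43 (0.000437) and proliferation genes of 0.44 (0.00113). None held with an estimated correlation (adjusted p 0.103 to 0.921 with an estimated correlation). In shTRPS1.34 replicate 4 the score was 0.006 for textbook progenitor genes (-1.154 to -0.626 in the other replicates) and 0.084 for milk and alveolar genes (-1.116 to -0.563). Trps1 in that library (197 CPM) was within the shRen range. Of the members, 2 mature genes rose and 6 fell, and 1 progenitor gene rose and 5 fell. The remaining lists did not pass (adjusted p 0.266 to 0.989).

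The difference between the lines was tested directly. No single gene differed between shTRPS1.34 and the libraries labelled shTRPS1.32 (edgeR quasi-likelihood, smallest adjusted p = 0.284), although 857 genes had an unadjusted p under 0.05 and DESeq2 called 42. Without shTRPS1.32 replicate 2 there were 5. The progenitor list lay lower in shTRPS1.34 by a median of 0.39 (log2 difference -0.39, camera adjusted p = 1.78e-22, adjusted p = 0.288 with an estimated correlation), while mature genes lay higher by 0.16 (adjusted p = 1.69e-06, 0.399 with an estimated correlation).

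Across the 13493 genes, which are not independent replicates, the fold changes of the lines had a Pearson correlation of 0.615 and a Spearman correlation of 0.583. Both use the same shRen libraries, and unchanged groups simulated against these controls gave 0.353 and 0.330. With the shRen libraries split between the lines, which then share none, so that the simulated values are no reference, the Pearson correlation averaged 0.366 over 20 splits (0.208 to 0.459). The covariance was 0.199 against 0.0509 simulated, a difference of 0.148, and averaged 0.150 with split controls (0.0985 to 0.180). The sign was the same for 72.7% of genes (61.7% simulated). Both lines called 32 rises, where independent lists of these sizes, which share no controls, have 0.422 in common, and 17 falls (0.314). The simulation is no reference for this overlap, since it called almost no gene (a mean of 0 to 0.075 per line and direction). No gene was called in opposite directions. With split controls, a mean of 12.4 rises and 3.55 falls was shared.

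**Figure D5:**
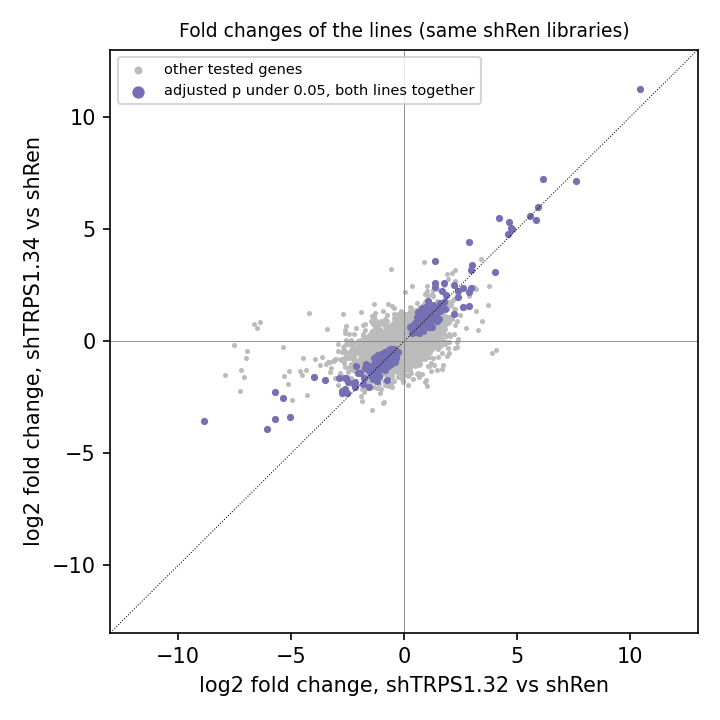
Log2 fold change against shRen of each tested gene in the libraries labelled shTRPS1.32 (horizontal axis) and in shTRPS1.34 (vertical axis), with genes called for both lines together in purple and the diagonal dotted. Both axes share the same 5 shRen libraries, values far from 0 include genes with 0 counts in a group, whose fitted value depends on the prior count, and the Pearson correlation is 0.615.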

Values the study reported

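The study reports 1077 genes that differ in luminal progenitors after TRPS1 loss in its single-cell data, 337 higher and 740 lower, which is another measure in other samples than the bulk libraries tested here. It gives about 4000 genes that differ between progenitor and mature luminal cells, 725 TRPS1 peaks by CUT&RUN, and 84 actin genes among the bound genes. For the sorted bulk samples it states 1,000 to 15,000 luminal cells per library. In the luminal-specific model it also reports that a published luminal progenitor gene set was lower after TRPS1 depletion, by gene set enrichment analysis. That gene set was not tested here.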

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

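The tests of wrong labels, of a difference of the lines in Trps1, of the shRen libraries with high stress genes, of chance placement and of shuffled directions were chosen only after the result was seen, and so was the way the test of a chromosome segment is read.

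Single libraries lay far from the others of their group by Dixon's test in 23 of 311 groups of values, where chance gives about 1 in 20 (15.6). For shRen replicate 1 these were Ccn2 (50.7 CPM, others 2.758 to 15.67), Ido1 (251.5, others 40.2 to 89.36), Hsp90b1 (3274, others 1534 to 2026) and Mcm5 (0.9914, others 0). For shRen replicate 2 they were Trps1 (304.3, others 180.2 to 190.8), Elf5 (89.48, others 39.02 to 52.91), Arhgap28 (40, others 16.37 to 19.99) and Amotl1 (49.9, others 27.44 to 33.85). For shRen replicate 3 they were Klf6 (1488, others 816.1 to 932.9) and Ier5 (121.1, others 41.36 to 63.17), and for shRen replicate 4 Slc39a8 (13.5, others 0.4124 to 2.442) and Klk1b27 (3.159, others 0 to 0.3488). Among all shTRPS1 libraries, shTRPS1.32 replicate 1 was low in Amotl2 (26.26, others 38.06 to 42.15), Tmem71 (10.3, others 16.01 to 18.5) and Adra1a (5.54, others 16.48 to 19.09), and shTRPS1.32 replicate 2 was high in Cebpb (21.55, others 4.226 to 7.265). Replicate 4 of shTRPS1.34 was high in Cyp4f39 (17.47, others 8.68 to 11.71), Flna (205.4, others 128 to 156.1) and Pdia4 (399.9, others 198.6 to 269.4), and replicate 2 was low in Jund (19.3, others 27.07 to 31.58). Among the shTRPS1.34 libraries alone, replicate 2 was low in Cdo1 (57.79, others 123.8 to 134.5), and replicate 3 was high in Klf6 (1118, others 902.2 to 928.1) and low in its interferon score (-0.915, others 0.075 to 0.156).

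The lines differed by camera with the preset correlation in 7 lists. Log2 differences are shTRPS1.34 minus the libraries labelled shTRPS1.32, as medians. They were -0.39 for the study's progenitor genes (adjusted p = 1.776e-22), 0.16 for mature luminal genes (1.686e-06), 0.21 for SRF/MRTF targets (0.03151), -0.78 for textbook progenitor genes (9.289e-08), 0.34 for hormone-sensing genes (0.03957), -0.78 for milk and alveolar genes (0.003847) and -0.75 for interferon genes (1.081e-07). None passed with an estimated correlation (adjusted p 0.288 to 0.534). With 2 libraries in a group, such differences compare these libraries. They also rest on the titles, since an exchange of libraries between the lines was not tested.

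Other splits of the same libraries into groups of the same sizes were counted beside each result. For both lines together, 1 of 100 splits drawn of 462 (the labelled split) gave as many genes (337, highest other 106), which argues against chance. The labelled split is always among those drawn, so 1 of 100 is the smallest share that can occur. The split with 106 genes set all shRen libraries and shTRPS1.34 replicate 4 against the rest. For shTRPS1.34, 1 of 100 splits drawn of 126 (the labelled split) gave as many (133, highest other 34), which argues against chance with the same limit. By the minus log10 of camera's p for both lines together, chance cannot be excluded for mature luminal genes (13 of 100, 7.87, highest other 13.4), stress genes (8 of 100, 5.04, highest other 6.65), proliferation genes (7 of 100, 2.98, highest other 3.99) and textbook progenitor genes (42 of 100, 2.32, highest other 7.61). In shTRPS1.34 it cannot be excluded for progenitor genes (37 of 100, 3.36, highest other 17), mature luminal genes (28 of 100, 4.16, highest other 9.57), stress genes (20 of 100, 4.32, highest other 6.94), textbook progenitor genes (13 of 100, 5.60, highest other 11.6) and milk and alveolar genes (17 of 100, 2.28, highest other 5.28). For proliferation genes in shTRPS1.34 (4 of 100, 3.62, highest other 4.03) the share was just under the bound of 5 in 100. This was 1 of 10 list results tested this way, no member was called and the list missed the threshold with an estimated correlation (adjusted p = 0.103), so little rests on it.

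Trps1 mRNA did not pass the threshold in a design made to lower it. Libraries exchanged between shRen and shTRPS1 are argued against, since 0 of 11 libraries lay nearer to the other group on 50 genes chosen without them. That test cannot see libraries exchanged between the lines. Such an exchange was not tested, and the library name of shTRPS1.32 replicate 2 leaves it open. That the lines differ in Trps1 stays open. The difference had an unadjusted p of 0.05496, which was 0.009445 without shTRPS1.34 replicate 4, 0.02482 without shRen replicate 2 and 0.1464 without shTRPS1.32 replicate 2. A hairpin that lowers the protein more than the mRNA could give this pattern too. The study showed depletion of the protein by immunoblot in embryonic fibroblasts of the hairpin lines and by staining of mammary ducts, while the libraries analysed here hold no protein measure, so that explanation is untested in them.

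The fall of the mature luminal list does not rest on its members that are ribosomal, immediate-early, interferon or stress genes. The 295 members left had a median of -0.175 (camera adjusted p = 2.443e-07). Only 14 ribosomal, 6 immediate-early and 3 stress genes are on the list, so leaving them out could hardly move the median. The test therefore cannot exclude a shift of the other members that goes with stress. Whether it rests on shRen replicates 1 and 3, with the highest stress scores, stays open, because without them the median was -0.09 (adjusted p = 0.004638), between the bounds set for either reading. A different share of luminal cell types in the sorted cells was not tested. A loss of mature luminal identity was not tested either. The list of hormone-sensing genes did not pass (camera adjusted p = 0.668), and chance was not excluded for the fall of the mature list (13 of 100 splits).

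Called genes lay near each other on the chromosomes more often than random genes of similar expression. There were 134 pairs within 1 Mb against 98.1 on average (share of 10000 random draws with as many 0.0069), which argues against chance placement. Of these, 95 changed in the same direction and 21 shared a stem of their symbol, as the kallikreins do. Pairs of different stems numbered 113 against 97 on average (share 0.113). By the bound set beforehand this goes with reads shared between paralogs. It does not show that pairs of different stems have no excess, and shared reads were not measured. Joint regulation of gene families would look the same. Of these 113 pairs, 77 changed in the same direction, against 57.6 on average when directions were shuffled among the called genes (5th to 95th percentile 49 to 67, share of 10000 shuffles 0.0003), which argues against chance. Reads shared between genes of the same stem do not account for that, and its source stays open, since paralogs can differ in stem. A chromosome segment that differs between the mice, as may surround an inserted hairpin or a driver, would place called genes of different stems 1 to 10 Mb apart. There were 449 such pairs against 464 on average (5th to 95th percentile 410 to 521, share 0.663). This is below the average, but by less than the spread of the draws, so the explanation stays open.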

How the results depend on the processing

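The alternatives that left out 2 libraries together (shRen replicate 2 with shTRPS1.32 replicate 1, apart on component 2, or shRen replicates 1 and 3, with high stress genes) were chosen only after the data were seen. Of 2318 values of 94 gene results under alternatives, 2008 kept direction and side of the threshold, 261 lost the call, 19 gained it and 30 turned direction. Of 414 values of lists, 342 kept both, 15 lost, 13 gained and 44 turned, and of 97 counts of genes 64 stayed within 1.5 times. Trps1 stayed short of the threshold under every alternative run (log2 fold change -0.45 to -0.17, adjusted p 0.293 to 0.701). The cause of the changes below was not tested, except that fewer libraries were used where some were left out. The exact test was not run for single lines, as planned.

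For both lines together, 337 genes became 899 with DESeq2, 746 with the exact test, 123 with the replicate block, 132 with a fold change over 2, 173 without the libraries apart on component 2, 107 without the shRen libraries with high stress genes, and 122 to 347 without 1 library. For the libraries labelled shTRPS1.32, 149 became 575 with DESeq2, 62 with voom, 14 with the block, 24 with the compared groups alone, 16 and 51 without the pairs of libraries, and 15 to 183 without 1 library. For shTRPS1.34, 133 became 542 with DESeq2, 329 with voom, 73 with the block, 79 without the stress pair, and 38 to 166 without 1 library. Where 1 library of shTRPS1.32 was left, it was assumed to vary like the other groups. For the difference of the lines DESeq2 gave 42, and 0 to 5 were called without 1 library. The correlation of the lines (0.6155) was 0.5053 without a filter, 0.6965 with 50 counts in 5 libraries, 0.521 without the libraries apart on component 2, and 0.4062 to 0.6529 without 1 library.

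The replicate numbers did not pair the libraries. Of 8 pairs with the same number, 0 correlated over 0.1 (-0.153 to 0.079, mean -0.046 against 0.0128 for other pairs), and 0 of 10 libraries correlated best with their own number.

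List values are adjusted p. Progenitor genes had 0.214 with fgsea (direction up) and 0.1536 to 0.9975 without 1 library. Mature luminal genes had 0.7508 with an estimated correlation and 0.1904 with fry. Actin genes had 0.03914 with the stricter filter and 0.01157 with fgsea. SRF/MRTF targets turned with the stricter filter (0.6749) and without the stress pair (0.4382), and had 0.1437 to 0.9955 without 1 library. Their cytoskeletal part turned with the block (0.9654; 0.4605 to 0.9773 without 1 library), and YAP/TAZ targets without the pair apart on component 2 (0.8087, 0.8247 to 0.9926 without 1 library). Basal genes turned with library size alone (0.8995), without a filter (0.9075) and with the block (0.9654), with 0.4526 to 0.9608 without 1 library. Immune genes turned without a filter (0.9075) and without the pair apart on component 2 (0.9806), with 0.7881 to 0.9926 without 1 library. Without that pair fibroblast genes (0.9397) and endothelial genes (0.8087) turned too. Endothelial genes also turned without the stress pair (0.9336), with fry (0.9959) and with fgsea (0.9352), with 0.7881 to 0.9947 without 1 library. Interferon genes turned with the block (0.7314), with 0.06009 to 0.9447 without 1 library, and ribosomal genes had 0.003983 to 0.9126.

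Genes that turned, none of them called, are given as log2 fold changes. With library size alone these were Actn1 (0.0329), Ccn1 (0.0656), Ccn2 (0.0692) and Arhgap26 (0.0284). Without the pair apart on component 2 they were Ccn1 (0.1031) and Arhgap26 (0.0057). Without the stress pair they were Pgr (-0.0944), Actn1 (0.384), Ccn1 (0.37), Ccn2 (0.531), Klf6 (0.1171), Krt8 (0.0858) and Krt18 (0.037). Ccn2 turned with voom (0.65), the mean of the lines (0.0224) and the block (0.1066) as well. Without 1 library the values were -0.0836 to 0.1672 for Pgr, -0.163 to 0.2229 for Actn1, -0.1981 to 0.1438 for Ccn1, -0.3323 to 0.8345 for Ccn2, -0.1688 to 0.0859 for Klf6, -0.0127 to 0.4646 for Arhgap28 and -0.048 to 0.04242 for the ribosomal share. At this depth, spread and number of libraries, 22.4% of 1.5-fold changes were recovered on simulated counts for both lines together. Those changes were placed only in genes with many counts. Which of the 3 limits the recovery was not tested.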

Other observations

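Some genes were higher in both lines, although Trps1 mRNA was not lower in the libraries labelled shTRPS1.32. Acsl6 had 0 counts in all shRen libraries and 92 to 360 in every shTRPS1 library. Ttr, Serpinb6b and Bace2 were higher in 6 of 6 shTRPS1 libraries than in any shRen library. The abundant gene Clu was at 15890 and 9599 CPM in the libraries labelled shTRPS1.32, and at 11270, 10100, 6660 and 10820 in shTRPS1.34. Wfs1 and Dgat2 were lower in 6 of 6. These genes were picked out after their values were seen. They come from genes chosen because all shTRPS1 libraries lay on the same side of every shRen library. That both lines and 6 of 6 libraries agree in direction was therefore fixed by the choice.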
